A study of Mus musculus with 16 samples. Its data were reported in "EWSR1::ATF1 Orchestrates the Clear Cell Sarcoma Transcriptome in Human Tumors and a Mouse Genetic Model" (2023).

How the data were processed

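Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed by the authors on mouse tumours that express a V5-tagged EWSR1::ATF1 fusion. Antibodies against V5, RNAPOL2 and H3K27ac were used on 4 labelled samples each, and 4 further samples were input chromatin. The input samples served the authors as background and no list of their own was analysed here. Per the labels and the methods of the study, reads were aligned with BWA-MEM to the mouse build mm10, duplicate reads were removed, and peaks were called with MACS2 against input, with its broad option for H3K27ac. Peaks in ENCODE denylisted regions were then discarded by the authors.

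The values start from the 3 deposited peak lists, 1 for each antibody. The labels give 4 samples per antibody, whereas the methods of the study name more samples for V5 and RNAPOL2, so which samples entered each list is not known. Each peak has a start, an end and a score. The study speaks of a significance score for its sites. The score in the lists is a whole number given by the authors, and its scale is not stated, so scores were compared only within a list. Whether the replicates were pooled before or after peak calling is not stated either. In each list the narrowest peak was 500 bp wide, the narrowest gap was 210 bp, and 0 coordinates lay off a 10-bp grid, which the methods do not describe. All peaks lay on chromosomes 1 to 19, X and Y, and 0 peaks extended beyond the end of a chromosome. The lists carry no read counts. The methods name an approximate sequencing depth common to the libraries, but the depth reached by each sample is not in the lists. No values per sample were used, and tests count peaks and not tumours. Neighbouring peaks are not independent, so Wilson intervals (95%) cover counting error only and p-values describe the lists, not the spread between animals.

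Genes and transcription start sites (TSSs) came from GENCODE vM21 for GRCm38, the assembly that mm10 names, with 55450 genes and 141767 transcripts. A peak that overlapped the window within 3 kb of any TSS was called a promoter peak, and every other peak was called distal. Distal peaks were divided into intragenic and intergenic peaks. The promoter windows covered 15.1% of the chromosomes. Peaks were taken to overlap when they shared at least 1 bp. The share given by chance position was measured by placing the V5 peaks at random within their chromosomes, outside assembly gaps, in 1000 draws.

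Sequence was read from GRCm38 on both strands. The canonical ATF/CREB motif was TGACGTCA, its variants were the other sequences of the form TGANNTCA, and the AP1 motif was TGAGTCA. A string of TGA or TCA repeats held more than 4 units with gaps of at most 5 bp, after the scanning rule of the study. Each V5 peak was matched with 5 regions of its chromosome that had the same width and promoter class, touched no V5 peak, and had a GC content within 2 percentage points, which was met by 97.2% of the matched regions. The error given with a matched share is the SD over the 5 sets. H3K27ac peaks within 12 kb of each other were stitched into regions, and regions of at least 3 peaks were analysed. This stitching resembles the start of a super enhancer call, but no read signal was used to rank the regions.

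Shares were compared with Fisher's exact test, two-sided, and odds ratios are given with 95% intervals by the normal approximation on the log scale. Median scores were compared with two-sided permutation tests of 100000 resamples, of which the smallest possible p-value is 1e-05. Benjamini-Hochberg adjustment over the 13 planned tests gave a largest adjusted p-value of 2e-05. Where a p-value fell below the smallest number that double precision holds, only the odds ratio and its interval are given. Comparisons of chromosome X with the autosomes used Mantel-Haenszel odds ratios over strata of H3K27ac score deciles and promoter class. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

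The functions were tested on simulated data. Overlaps equalled a base-by-base count in 100% of 2000 intervals, and 100% of 514 implanted TGACGTCA motifs and of 526 implanted strings were found. The odds ratios recovered from 4000 simulated sequences were 4.24 for the motif and 4.40 for the strings, where 4.75 had been simulated. Shuffling kept the dinucleotides of 100% of 300 sequences. Wilson intervals held the true share in 94.5% of 1000 simulations. The permutation test gave a p-value under 0.05 in 6.67% of 300 simulations with no difference and in 99.7% of 300 simulations with a real difference. Stitching returned 57 of 57 regions, and 100% of 300 simulated peaks had matched regions of the required class and recorded GC content.

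The comparisons, the tests and the alternatives described as planned were chosen before the data were examined. So were the items to be named. They were 15 mouse genes that the study singles out, the 5 V5 peaks with the highest score, and the 3 stitched regions with the most V5 peaks. The result for 1 of the genes is not reported here. As the study picked several of these genes from the same tumours, their values are not independent evidence. The alternatives changed the promoter window to 1 or 5 kb, the TSSs to those of protein-coding genes, the overlap rule, the score threshold of each list, the chance model, the motif window to the central 200 bp, the background sequence, the definition of a string, the stitching, and the summary of the score. An alternative without the lowest-scored quintile of the V5 peaks, and another that ranked stitched regions by summed H3K27ac score, were chosen after seeing the data.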

Results

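Clear cell sarcoma (CCS) is a soft tissue cancer driven by EWSR1::ATF1, a fusion that joins a part of EWSR1 to the DNA-binding domain of the transcription factor ATF1. The study induced this fusion in mice with a V5 tag, a short peptide for which good antibodies exist, so that anti-V5 ChIP-seq locates the fusion on the genome. ChIP-seq was also performed for RNAPOL2, the phosphorylated RNA polymerase that transcribes genes, and for H3K27ac, an acetylation of histone H3 found at active promoters and enhancers. The series holds 16 samples, of which 4 were V5, 4 RNAPOL2, 4 H3K27ac and 4 input. Each antibody is represented by 1 peak list, so there are no replicate values, peaks are the units and not tumours, and the lists give no depth per sample. The V5 list held 10665 peaks with a median width of 710 bp, which covered 9.05 Mb or 0.332% of the chromosomes. The RNAPOL2 list held 20375 peaks with a median width of 960 bp (30.8 Mb). The H3K27ac list held 27552 peaks with a median width of 1350 bp (47.9 Mb).

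Scores ranged from 21 to 23478 in the V5 list, with a median of 230 and quartiles of 122 and 488. The scale of the score is not stated, so scores were compared only within a list.

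The genomic distribution of V5 peaks was measured to ask whether the fusion binds promoters, as ATF/CREB factors do, or distal regions. Of the V5 peaks, 40.6% (4330; Wilson 95% interval 39.7 to 41.5) were promoter peaks within 3 kb of a TSS. A further 31.9% (3404; 31.04 to 32.8) were intragenic and 27.5% (2931; 26.6 to 28.3) were intergenic. Random placement of the same peaks put 17.8% ± 0.370 (SD over 1000 draws) at promoters, with a highest draw of 18.9%, so the observed share was 2.28 times the chance share. The alternative that moved the share most was a promoter window of 1 kb, which gave 33.5%. Among RNAPOL2 peaks, 71.9% (71.3 to 72.5) were promoter peaks, and the odds of a promoter position were lower for V5 (odds ratio 0.267, 95% interval 0.254 to 0.280, Fisher's exact test). Among H3K27ac peaks the promoter share was 59.1% (58.5 to 59.7), again higher than for V5 (odds ratio 0.474, 0.452 to 0.496, exact p = 1.02e-231).

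**Figure D1:**
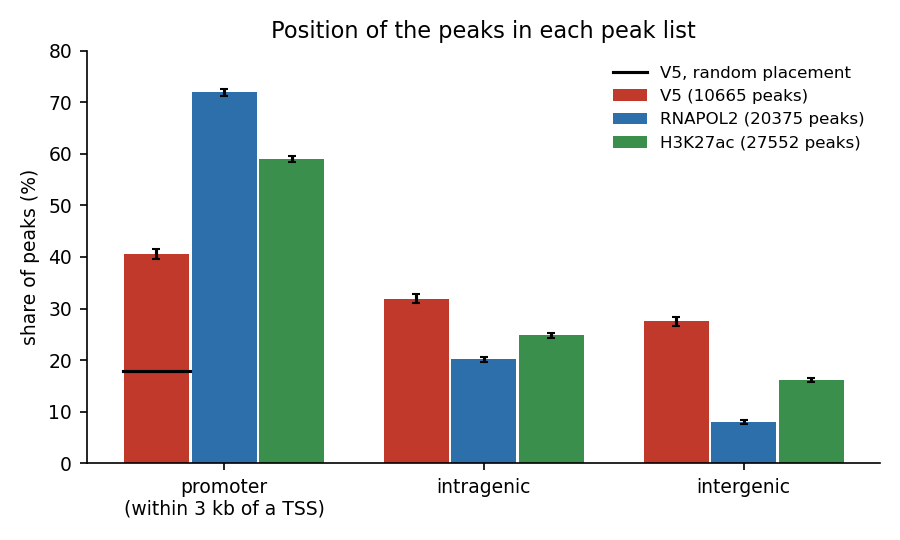
Share of the peaks (%) of each list at promoters, in genes and between genes, with bars for V5, RNAPOL2 and H3K27ac and Wilson 95% intervals as error bars. V5 had 40.6% of its peaks at promoters against 71.9% for RNAPOL2 and 59.1% for H3K27ac, and the black line marks the 17.8% that random placement of the V5 peaks gave.

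The lists were then intersected to ask how often the fusion lies where transcription and acetylation are found. RNAPOL2 peaks overlapped 42.0% of the V5 peaks (4476; 41.0 to 42.9), compared with 1.97% ± 0.132 under random placement. H3K27ac peaks overlapped 73.4% (7827; 72.5 to 74.2), compared with 2.93% ± 0.164. Both marks overlapped 41.6% (4433; 40.6 to 42.5), compared with 1.27% ± 0.110. The alternative that moved these shares most kept the upper 50% of the RNAPOL2 and H3K27ac peaks by score, which lowered the overlap with H3K27ac to 50.8% and with RNAPOL2 to 29.6%. H3K27ac without RNAPOL2 was found at 31.8% of the V5 peaks (3394), RNAPOL2 without H3K27ac at 0.403% (43), and neither mark at 26.2% (2795). In the other direction, 20.9% of the RNAPOL2 peaks and 27.3% of the H3K27ac peaks overlapped a V5 peak.

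Promoter and distal V5 peaks differed in these overlaps. Of the promoter peaks, 76.3% overlapped RNAPOL2, compared with 18.5% of the distal peaks (odds ratio 14.1, 12.8 to 15.5). H3K27ac overlapped 91.1% of the promoter peaks and 61.3% of the distal peaks (odds ratio 6.47, 5.76 to 7.27, exact p = 6.01e-285). Matched regions without V5 gave the background. At promoters, 43.4% ± 0.613 of them overlapped RNAPOL2 and 48.6% ± 0.890 overlapped H3K27ac. Away from promoters the shares were 1.36% ± 0.115 and 2.29% ± 0.2004. Of the distal V5 peaks, 43.3% (2740) overlapped H3K27ac without RNAPOL2 and 38.2% (2421) overlapped neither mark. A promoter window of 1 kb raised the odds ratio for RNAPOL2 to 23.7, and restricting RNAPOL2 to the upper 50% of its peaks by score raised it to 42.0. A window of 5 kb lowered it to 11.4, and keeping the 2000 V5 peaks with the highest score lowered it to 8.56.

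Of 21938 protein-coding genes on the chromosomes, 3640 (16.6%) had a V5 peak at a promoter, 11738 (53.5%) an RNAPOL2 peak and 12846 (58.6%) an H3K27ac peak. Of the 3640 genes, 3484 (95.7%) also had a promoter peak in both other lists. Among all coding genes, 52.2% had promoter peaks of both RNAPOL2 and H3K27ac.

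Sequence motifs were counted to ask whether the fusion uses the ATF/CREB motif at promoters and other motifs at distal sites. TGACGTCA was found in 8.51% of the V5 peaks (908) and in 0.726% ± 0.0731 of the matched regions, a ratio of 11.7. The ratio moved most when the motif was sought in the central 200 bp, where it was 34.8. TGACGTCA was more frequent in promoter peaks (12.9%) than in distal peaks (5.51%; odds ratio 2.54, 2.21 to 2.92, exact p = 2.49e-40). Of the peaks that held it, 61.6% (58.4 to 64.7) were promoter peaks. Its ratio over matched regions was 15.03 at promoters and 8.68 at distal sites.

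The other motifs had the opposite distribution. The AP1 motif TGAGTCA was present in 26.0% of the V5 peaks and in 11.7% ± 0.281 of the matched regions (ratio 2.22, exact p = 1.84e-286). It was found in 16.4% of the promoter peaks and in 32.6% of the distal peaks (odds ratio 0.405, 0.368 to 0.445, exact p = 1.14e-81). Variants of the form TGANNTCA were present in 26.9% of the promoter peaks and in 49.5% of the distal peaks (odds ratio 0.375, 0.345 to 0.408, exact p = 1.96e-123). Their ratio over matched regions was 1.32 at promoters and 1.64 at distal sites. Of the peaks with TGAGTCA, 25.5% were promoter peaks, and of those with a variant, 27.1%. None of these motifs was found in 41.0% of the V5 peaks (4373), a share of 54.5% among promoter peaks and 31.8% among distal peaks. The regions were not matched for activity. H3K27ac overlapped 2.29% of the distal matched regions but 61.3% of the distal V5 peaks. The ratios over matched regions therefore cannot by themselves separate use of a motif by the fusion from the sequence of active regions.

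**Figure D2:**
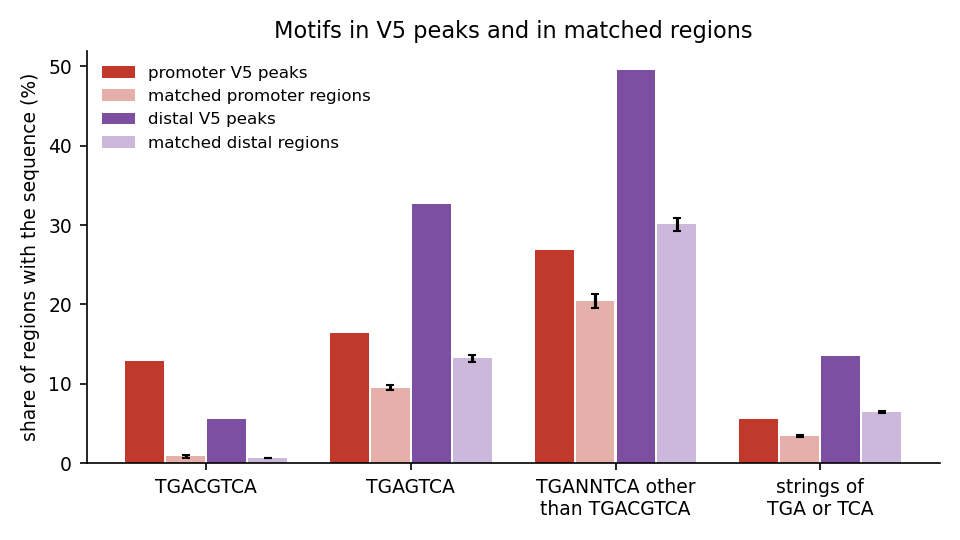
Share of regions (%) that hold each sequence, in promoter and distal V5 peaks and in their matched regions, where error bars are the SD over 5 matched sets. TGACGTCA was found in 12.9% of the promoter peaks and 5.51% of the distal peaks, whereas the other sequences were more frequent in distal peaks.

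The interior dinucleotide of TGANNTCA was examined separately for its 10 possible forms, each counted with its reverse complement. The ratio over matched regions was 11.7 for TGACGTCA and 4.37 for TGACATCA, which was present in 15.9% of the V5 peaks (1692). It was 2.02 for TGACCTCA and between 1.40 and 1.71 for 5 others. TGAATTCA did not differ detectably from matched regions (ratio 0.978, Benjamini-Hochberg adjusted exact p = 0.792). TGAACTCA was less frequent than in matched regions (ratio 0.634, raw exact p = 2.05e-27, adjusted p = 4.09e-27).

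Strings of TGA or TCA repeats were present in 10.2% of the V5 peaks and in 5.20% ± 0.124 of the matched regions (ratio 1.97, exact p = 1.32e-77). They were found in 5.54% of the promoter peaks and in 13.5% of the distal peaks (odds ratio 0.377, 0.325 to 0.438, exact p = 1.16e-42). Strings with no gaps gave the highest ratio, 6.49, and shuffled peak sequence with the same dinucleotides as background gave the lowest, 1.36. Median scores were 376 for peaks with a string and 218 for peaks without, and 338 and 218 for peaks with and without TGACGTCA. Strings and other motifs are found more often in wider peaks by chance, and no test was made of these medians.

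The overlap with clusters of acetylation was examined because the study related the fusion to super enhancers. Stitching gave 16205 H3K27ac regions, of which 2450 had at least 3 peaks and a median width of 19.3 kb. A V5 peak lay in 61.6% of these (1508; 59.6 to 63.5), compared with 10.2% ± 0.596 under random placement. The share was 29.2% for regions of 1 or 2 peaks and 83.2% (79 of 95; 74.4 to 89.4) for regions of at least 10 peaks. Median widths of these classes were 1.54 kb and 67.9 kb. No chance share was measured for either class, so this rise cannot be separated from width. The share for regions of at least 3 peaks moved most when only the 2000 V5 peaks with the highest score were kept, to 22.6%. The 600 widest regions gave 76.8%. In a comparison that was not planned, V5 peaks inside regions of at least 3 peaks had a median score of 253 and those outside 218 (difference 35, permutation p = 1e-05, the smallest possible).

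The 3 stitched regions with the most V5 peaks were on chromosomes 13, 17 and 18 (mm10). The region on chromosome 13 (52804841 to 52931210, 126 kb) held 15 V5 peaks, of which 13 were distal, and overlapped Auh. The region on chromosome 17 (26529241 to 26663670, 134 kb) held 14 V5 peaks, of which 8 were distal, and overlapped Dusp1, Ergic1 and Atp6v0e. The region on chromosome 18 (25621531 to 25727530, 106 kb) lay in Celf4 and held 11 V5 peaks, of which 10 were distal.

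Scores were compared to ask whether the strong binding sites lie at promoters. The median score was 253 for distal and 185 for promoter V5 peaks (difference 68, permutation p = 1e-05). This direction depended on the threshold: among the upper 50% of the V5 peaks by score the difference was -68 (permutation p = 5e-05), and among the 2000 with the highest score it was -104.5 (permutation p = 0.00363). Peaks that overlapped H3K27ac had a median score of 237, compared with 210.5 for the others (difference 26.5, permutation p = 2e-05). This direction depended on the overlap rule, since the difference was -23 (permutation p = 0.00157) when the middle base of the V5 peak had to lie in the H3K27ac peak. Among the 2000 V5 peaks with the highest score it was 366 (permutation p = 1e-05). The pooled difference mixes promoter and distal peaks. Distal medians were 329.5 with both marks, 289 with H3K27ac only and 217 with neither. Promoter medians were 167, 254 and 205.5 in the same order, and these medians were not tested. Quintiles of the V5 peaks by score, a split chosen after the data had been seen, also showed a dependence on score. The promoter share was 58.1% in the lowest-scored quintile, 31.6% in the fourth and 37.1% in the highest. RNAPOL2 overlapped 59.3% of the lowest-scored quintile, 32.5% of the fourth and 46.8% of the highest. H3K27ac overlapped 79.0%, 63.1% and 88.7% of the lowest, the third and the highest.

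**Figure D3:**
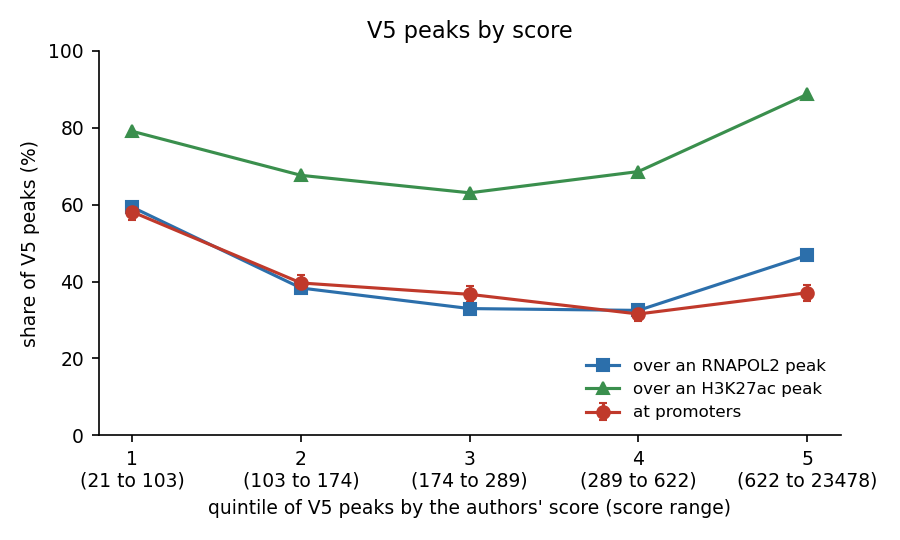
Share of V5 peaks (%) at promoters, over an RNAPOL2 peak and over an H3K27ac peak, in quintiles of 2133 peaks ordered by score, where error bars on the promoter share are Wilson 95% intervals. The promoter share was 58.1% in the lowest-scored quintile and between 31.6% and 39.6% in the others.

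Promoter peaks were then looked up at genes that the study singles out. The V5 promoter peak with the highest score among them lay at Crem (ENSMUSG00000063889.16, chromosome 18, 3266048 to 3337748, minus strand). It extended from 3334501 to 3338450 over upstream TSSs of the gene, had a score of 19716, and ranked 2 of 10665. It overlapped an RNAPOL2 peak with a score of 8192 and an H3K27ac peak. It held no TGACGTCA, but had the variants TGAGGTCA (3334992 to 3334999) and TGACCTCA (3337942 to 3337949), each more than 1 kb from its middle. Another V5 peak in Crem, at internal TSSs (3279871 to 3282900), had a score of 5143, ranked 65, and held 3 copies of TGACGTCA, which start at 3281101, 3281168 and 3281821.

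**Figure D4:**
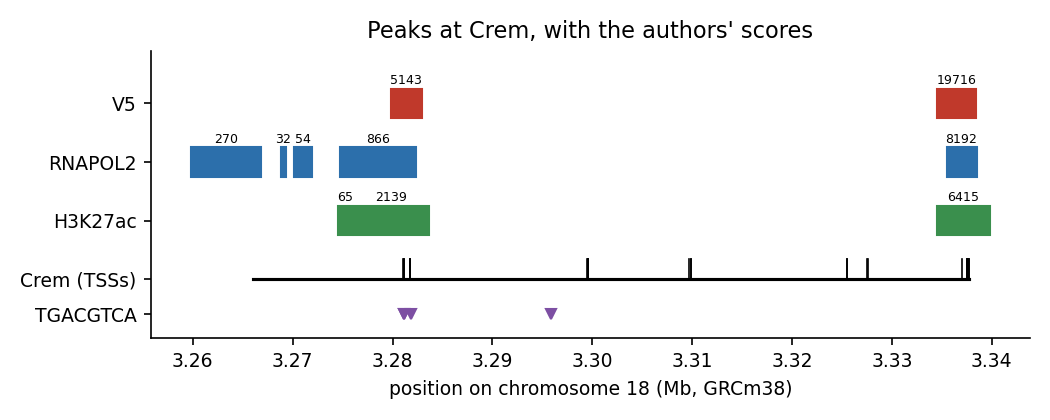
Map of Crem on chromosome 18 (Mb, GRCm38) with the peaks of each list as boxes and their scores above, TSSs as ticks on the gene, and TGACGTCA sites as triangles. The V5 peak with a score of 19716 lies at the upstream TSSs, and the V5 peak with a score of 5143 covers 3 TGACGTCA sites.

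V5 promoter peaks were also found at Nfil3 (score 2767, rank 265), Fos (1149, rank 1025), Junb (428, rank 2964), Runx2 (213, rank 5597), Runx1 (174, rank 6381) and Fam43a (76, rank 9387). The promoter peak of Fam43a belonged to the lowest-scored quintile and held none of the motifs. No V5 promoter peak was found at Nono, Tceal8, Mitf, Fosl1, Trp53, Sox10 or Tfap2a, of which Fosl1 and Sox10 had no promoter peak in any list. Nono and Tceal8 lie on chromosome X, where 8.86% of the H3K27ac peaks overlapped V5, compared with 27.7% on the autosomes. The V5 peak nearest to a Mitf TSS was 11943 bp away (chromosome 6, 97819001 to 97819550, score 208).

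The V5 peak with the highest score (23478) lay on chromosome 18 at 25712181 to 25715700, over an exon and the TSS of the antisense transcript 0710001A04Rik inside Celf4, and held 3 copies of TGAGTCA. Rank 3 (17293) was in an intron of Arfgef3 on chromosome 10 (18704321 to 18707310), and rank 4 (14422) in an intron of Tmem182 on chromosome 1 (40811501 to 40813040). Neither of these held any of the motifs or a string. Rank 5 (13847) was intergenic on chromosome 13 (44167451 to 44169910) and held 2 strings, 2 copies of TGAGTCA and 3 variants. Of these variants, TGACATCA (44168869 to 44168876) lay inside a string. A peak near Fam43a, looked up because the study discusses it, ranked 12 with a score of 9883. It was intergenic on chromosome 16 (30609921 to 30611630), 10198 bp downstream of the Fam43a TSS. Near its middle it held a string of 8 units, TCATTGCATCATGATGATGATGATGATGA (30610771 to 30610799), and another of 7 units, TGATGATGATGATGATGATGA (30610812 to 30610832). A string of 5 units lay at 30610887 to 30610901, 118 bp from the middle. An H3K27ac peak overlapped this V5 peak, and no RNAPOL2 peak did.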

Values the study reported

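The study used 5 samples for V5, 5 for RNAPOL2 and 4 for H3K27ac. It reported 21,237 binding sites of the fusion in mouse tumours. It placed 7370 of them, or 34.7%, at promoters, 36.5% inside genes and 28.8% between genes. The number of sites shared by the fusion, RNAPOL2 and H3K27ac was given as 10,283. About 50% of the sites with the canonical ATF/CREB motif were described as promoter sites, compared with about 20% of the sites with a variant or AP1 motif. The site at the Crem promoter was ranked the third by strength, and a site near Fam43a the 12th. The study also listed 584 super enhancers in the mouse tumours and stated that 100% of them held a binding site.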

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

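The alternative without the lowest-scored quintile of the V5 peaks and the ranking of stitched regions by summed score were chosen only after the results had been seen, and the other alternatives were planned. Of the planned comparisons under each alternative, 95 values kept their direction and their side of the threshold or stayed within their interval, 32 moved outside it, 5 changed sign and 1 became 0. Among the 5, the differences of -8 and -12 did not pass the threshold. The cause was not tested, except where the alternative removes peaks or narrows a definition by its own construction.

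The promoter share of V5 peaks was 33.5% within 1 kb of a TSS, 46.7% within 5 kb, 33.7% with TSSs of protein-coding genes and 39.2% by the middle base, as follows from the size of each window. It was 34.5% in the upper 50% by score, 37.1% in the 2000 with the highest score and 36.2% without the lowest-scored quintile. The chance share of all V5 peaks within 3 kb was 17.8%, and 17.3% under circular shifts. The odds ratio of the promoter share stayed below 1 in every alternative run, between 0.0346 and 0.297 against RNAPOL2 and between 0.161 and 0.499 against H3K27ac.

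Overlap shares are given for RNAPOL2, H3K27ac and both. Requiring 50% of the V5 peak gave 40.02%, 65.8% and 39.1%, and requiring its middle base gave 40.5%, 63.3% and 39.3%, as a stricter rule must lower them. The upper 50% of the V5 peaks by score gave 37.4%, 75.4% and 37.2%, the 2000 with the highest score 47.7%, 89.7% and 47.6%, and those without the lowest-scored quintile 37.7%, 72.0% and 37.2%. The upper 50% of the RNAPOL2 and H3K27ac peaks gave 29.6%, 50.8% and 29.1%, since fewer peaks were left to overlap. The odds ratio between promoter and distal peaks stayed above 1 in each of these settings and with each promoter definition, between 8.56 and 42.0 for RNAPOL2 and between 4.77 and 11.9 for H3K27ac.

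Motif results kept their direction and stayed past the threshold under every alternative run. The odds ratio of TGACGTCA between promoter and distal peaks ranged from 2.37 to 3.48, and its ratio over background from 11.7 to 34.8. The ratio of TGAGTCA ranged from 1.74 to 3.75 and that of the strings from 1.36 to 6.49, with the lowest value of each against shuffled sequence.

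The share of stitched H3K27ac regions with a V5 peak was 42.3% for the upper 50% of the V5 peaks by score and 22.6% for the 2000 with the highest score, since fewer V5 peaks were placed. It was 72.5% for the upper 50% of the H3K27ac peaks, 58.8% with stitching at 5 kb, 66.3% for H3K27ac peaks farther than 2.5 kb from a TSS, 76.8% for the 600 widest regions and 79.0% for the 600 with the highest summed score. The chance share was 8.03% under circular shifts.

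The score differences were the least stable results. Distal minus promoter was -68 in the upper 50% by score and -104.5 in the 2000 with the highest score, 24 without the lowest-scored quintile, and 0 for peak width (permutation p = 1). It was between 57 and 79 with the other promoter definitions and 0.41 for the mean of the log2 score, each with a permutation p = 1e-05. With minus without H3K27ac was -8 when 50% of the V5 peak had to overlap (permutation p = 0.399), -23 by its middle base (permutation p = 0.00157) and -12 for the upper 50% of the marks (permutation p = 0.235). It stayed positive, with a permutation p = 1e-05 each, at 208.5 in the upper 50% of the V5 peaks by score, 366 in the 2000 with the highest score, 85 without the lowest-scored quintile, 130 bp for peak width and 0.34 for the mean of the log2 score. The cause was not tested for these reversals. The V5 list ends at a score of 21, and a median over all peaks depends on where the list ends.

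No paired analysis was possible because each list gives no values per sample, and leaving out each replicate could not be run for the same reason. Restricting the peaks to chromosomes 1 to 19, X and Y changed nothing, since all peaks lie there, and gave no further values. The lists give no depth per sample against which to set a count of peaks, and peaks that were not called are not shown to be absent.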

Other observations

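Several tests were chosen only after related results had been seen. They were that of chromosome X with the motif as a further stratum, that of shuffled central sequence, and the overlap of string-bearing peaks with RNAPOL2 and H3K27ac. The planned comparison with shuffled sequence was read as a test of an explanation only after its result had been seen. The patterns in score, on chromosome X and in the position of H3K27ac were noticed in the data and then tested on the same data, so each remains a hypothesis.

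The V5 list held 10665 peaks. That is lower than the value quoted from the study above. For a comparison of binding strength the study also divided a smaller set of sites into promoter and distal sites, and this set is as large as the list used here, with a lower share at promoters than was found here. The number of V5 peaks over both RNAPOL2 and H3K27ac was 4433. That is lower than the value quoted from the study above. The share of stitched H3K27ac regions with a V5 peak was 61.6%, for 2450 regions that were not ranked by read signal. It was 79.0% for the 600 regions with the highest summed score, a ranking chosen after seeing the data. Both are lower than the value quoted from the study above. That value was for fewer regions, ranked by read signal, and for a larger set of binding sites, so the comparison is not a like one.

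The promoter share was highest, at 58.1%, among the lowest-scored quintile of the V5 peaks. TGACGTCA was 5.12 times as frequent in the promoter peaks of this quintile as in matched regions. This ratio cannot decide whether promoter chromatin was recovered without any use of the motif, since the regions were not matched for activity. RNAPOL2 overlapped 86.9% of these weak promoter peaks, against 43.4% of the regions matched to all promoter peaks. A mixture of such recovery with binding to the motif stays open as well. The ratio of TGACGTCA over matched regions was 17.9 for promoter peaks of the other quintiles. Of the weak promoter peaks 3.47% held the motif, against 16.7% of those others (odds ratio 0.179, 0.130 to 0.247, exact p = 1.88e-38). The explanation that strongly transcribed promoters give weak V5 peaks also stays open. Where the weak promoter peaks overlapped RNAPOL2, its median score was higher by 384 (1534 against 1150, permutation p = 1e-05, the smallest possible). Their median GC content was higher by 8.48 percentage points (65.8% against 57.3%, permutation p = 1e-05), so GC content could contribute as well. A GC bias that acts on every peak has the direction it needs in distal peaks, but with a difference of only 1.06 points (permutation p = 1e-05). The parts of RNAPOL2 and GC content were not separated. One hypothesis is that part of the lowest-scored V5 promoter peaks may reflect open, GC-rich promoter chromatin rather than binding to the motif. No group of samples bears on this, and no biological explanation was tested.

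Chromosome X held few V5 peaks, 65, where the lowest count on an autosome was 306. Apart from chromosome Y, it also held the fewest RNAPOL2 and H3K27ac peaks, 349 and 429. The lowest autosomal counts in those lists were 647 and 863. Of its 429 H3K27ac peaks, 8.86% overlapped V5, whereas the 19 autosomes ranged from 19.98% to 38.1%. A single copy of X that lowers all signal stays open for these low counts. As the cause of the low V5 overlap, it is argued against only for the H3K27ac peaks that passed calling. A loss of signal may itself leave the stronger peaks in that set. At like H3K27ac score and promoter class, the odds ratio of X against the autosomes was 0.327 (0.232 to 0.460) for V5 but 1.78 (1.35 to 2.36) for RNAPOL2, and the median H3K27ac score was 285 on X and 209 on the autosomes. Fewer motifs in the acetylated regions of X could contribute, since TGANNTCA was found in 28.0% of the H3K27ac peaks on X and 43.4% on the autosomes (odds ratio 0.507, 0.410 to 0.627, exact p = 8.76e-11). TGACGTCA alone did not differ detectably (odds ratio 0.958, 0.580 to 1.59). As the whole cause, fewer motifs are argued against by the odds ratio that remained with the motif as a stratum, 0.362 (0.255 to 0.512). What lowers V5 on X beyond this stays open, and no biological explanation was tested, since the labels used here give no sex. As values only, the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty each had 1 H3K27ac peak, with scores of 397, 273, 181 and 384, and Xist had none in any list.

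Strings of TGA or TCA were more frequent in V5 peaks than in matched regions. Of the 100 V5 peaks with the highest score, a number chosen after the data had been seen, 38% (29.1 to 47.8) held a string, against 12.4% of their matched regions. The other peaks had a string in 9.99% of cases, and the difference between the 2 shares was not tested. TGACGTCA was in 7% (3.43 to 13.7) of them and in 8.53% of the other peaks. Dinucleotide composition as the whole cause is argued against by a ratio of 1.36 over shuffled sequence (exact p = 3.78e-16), although this ratio was lower than the 1.97 over matched regions. In distal V5 peaks, strings were 3.95 times as frequent in the central 200 bp as in the flanks, and 1.63 times as frequent as in the same central sequence after shuffling (5.86% against 3.599%, exact p = 2.35e-12). Composition of the centre as the whole cause is thus argued against, while a part may come from it. Mapping of reads at repeats that gives a peak in every list is argued against as well. Only 10.8% (8.02 to 14.3) of the 371 distal V5 peaks with a central string overlapped RNAPOL2, compared with 19.01% of those without. H3K27ac overlapped more of the 371, 49.1% (44.0 to 54.1), compared with 62.0% of those without. The peaks with a central string in excess of the number that the flanks would give made up 74.7% of the 371. A mapping effect confined to the V5 samples was not tested. Of the 1361 strings, 23.6% lay in soft-masked repeats and 22 had at least 15 units. A TGANNTCA or TGAGTCA motif itself adds TGA or TCA units to a string. In peaks with no such motif, strings were 1.49 times as frequent as in matched regions without one (4.78% against 3.21%, exact p = 2.48e-07). This ratio was lower than the 1.97 for all peaks, so clusters of these motifs may account for a part. Binding of the fusion to the strings may contribute, which remains a hypothesis. Width was matched between peaks and regions, but the accessibility of the regions was not. No biological explanation was tested.

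Distal V5 peaks often touched an H3K27ac peak without being centred in it. Of the 3882 distal V5 peaks that touched H3K27ac, 22.5% (874) had a middle base outside it, compared with 7.24% of those that touched RNAPOL2. The position of H3K27ac peaks on both sides of the V5 peak could account for a part of this. Among 1018 distal V5 peaks whose middle lay outside H3K27ac and that had an H3K27ac peak within 2 kb on at least 1 side, 36.6% (33.7 to 39.6) had 1 on both sides, and the other 645 had 1 on a single side. The share was 12.2% after the V5 peaks were moved by 5 kb one way and 11.4% the other way. From read enrichment, the study described H3K27ac on both sides of its distal binding sites, with the fusion between. The lists carry no read signal. For the peaks counted here, they cannot tell a gap in acetylation from broad regions that were split into peaks. No biological explanation was tested.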
